# Transcriptomics analyses reveal the effects of Pentagamaboronon-0-ol on PI3K/Akt and cell cycle of HER2+ breast cancer cells

**DOI:** 10.1016/j.jsps.2023.101847

**Published:** 2023-10-27

**Authors:** Adam Hermawan, Febri Wulandari, Rohmad Yudi Utomo, Ratna Asmah Susidarti, Mitsunori Kirihata, Edy Meiyanto

**Keywords:** PGB-0-ol, HER2+ breast cancer, Transcriptomics, Anticancer, Drug development

## Abstract

**Introduction:**

Monoclonal antibodies and targeted therapies against HER2+ breast cancer has improved overall and disease-free survival in patients; however, encountering drug resistance causes recurrence, necessitating the development of newer HER2-targeted medications. A curcumin analog PGB-0-ol showed most cytotoxicity against HCC1954 HER2+ breast cancer cells than against other subtypes of breast cancer cells.

**Objective:**

Here, we employed next-generation sequencing technology to elucidate the molecular mechanism underlying the effect of PGB-0-ol on HCC1954 HER2+ breast cancer cells.

**Methods:**

The molecular mechanism underlying the action of PGB-0-ol on HCC1954 HER2+ breast cancer cells was determined using next-generation sequencing technologies. Additional bioinformatics studies were performed, including gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, disease-gene, and drug-gene associations, network topology analysis (NTA), and gene set enrichment analysis (GSEA).

**Results:**

We detected 2,263 differentially expressed genes (DEGs) (1,459 upregulated and 804 downregulated) in the PGB-0-ol- and DMSO-treated HCC1954 cells. KEGG enrichment data revealed the control of phosphatidylinositol signaling system, and ErbB signaling following PGB-0-ol treatment. Gene ontology (GO) enrichment analysis demonstrated that these DEGs governed cell cycle, participated in the mitotic spindle and nuclear membrane, and controlled kinase activity at the molecular level. According to the NTA data for GO enrichment, GSEA data for KEGG, drug-gene and disease-gene, PGB-0-ol regulated PI3K/Akt signaling and cell cycle in breast cancer. Overall, our investigation revealed the transcriptomic profile of PGB-0-ol-treated HCC1954 breast cancer cells following PGB-0-ol therapy. Bioinformatics analyses showed that PI3K/Akt signaling and cell cycle was modulated. However, further studies are required to validate the findings of this study.

## 1 Introduction

Breast cancer is the most common type of cancer and the second most common cause of cancer-related deaths in women worldwide (Alkabban and Ferguson, 2022). Breast cancer is classified into three subtypes: the luminal subtypes that express estrogen receptor (ER) and progesterone receptor (PR), the human epidermal receptor 2 (HER2)-positive, and the triple-negative breast cancer (TNBC), which does not express any of the three receptors (Cosar et al., 2022). The discovery of the monoclonal antibody trastuzumab and targeted therapy lapatinib has improved overall survival and disease-free survival in patients with HER2+ breast cancer. However, patients also experience drug resistance leading to relapse. The mechanism of resistance to anti-HER2 therapy is mediated by various mechanisms, including modification of the HER2 binding site so as to create drug impaired binding with HER2, the presence of constitutive activation of HER2 downstream signaling pathways such as the PI3K/AKT and MAPK pathways, and decreased activation of the immune system (de Melo Gagliato et al., 2016, Vernieri et al., 2019); and therefore, the development of newer HER2-targeted drugs needs to continue in order to improve the results of therapy and rates of survival for patients with HER2+ breast cancer (Gleeson et al., 2018).

Curcumin, the main ingredient in turmeric, has been shown to decrease the growth of HER2+ breast cancer cells by blocking downstream signaling, specifically PI3K/AKT pathway (Saxena et al., 2020). Curcumin derivatives have also been shown to decrease HER2+ breast cancer cell proliferation, overcome therapeutic resistance (Lien et al., 2015), and hamper migration (Novitasari et al., 2021). Previously, 2,5-Bis (4-Dihydroxyboryl benzylidene) cyclopentanone—also known as Pentagamaboronon-0 (PGB-0)—was successfully synthesized (Hermawan et al., 2019, Susidarti et al., 2019, Utomo et al., 2017). PGB-0 compounds interact with EGFR and HER2 receptors in molecular docking tests and have exhibited cytotoxic activity against HER2+ breast cancer cells (Utomo et al., 2017); however, poor solubility hinders the development of PGB-0 as a viable drug candidate. PGB-0-ol, which was synthesized later, has better chemical and pharmacological properties than does PGB-0 (Utomo et al., 2022). The cytotoxicity of PGB-0-ol against several breast cancer cells was lower than that of PGB-0, with the strongest cytotoxicity displayed against HCC1954 HER2+ breast cancer cells among the other breast cancer cell subtypes (Utomo et al., 2022). In this study, we used next-generation sequencing technology to explore the molecular mechanism underlying the effect of PGB-0-ol on HCC1954 HER2+ breast cancer cells. Further bioinformatic analyses, such as gene ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway, disease– and drug–gene association, network topology analysis (NTA), and gene set enrichment analysis (GSEA) were conducted. We believe this study would be useful for the development of PGB-0-ol as an anticancer agent that targets HER2+ breast cancer cells.

## 2 Material and methods

### 2.1 Cell culture

The HCC1954 HER2+ breast cancer cells were obtained from Dr. med. Muhammad Hasan Bashari, M.D., M. PH. (Department of Basic Medicine, Faculty of Medicine, Padjadjaran University, Bandung, Indonesia). HCC1954 cells were grown in RPMI culture medium (Gibco) containing 10 % fetal bovine serum (FBS Qualified, Sigma-Aldrich, USA) and 1 % penicillin–streptomycin (Gibco, Invitrogen, USA) in a 37 °C incubator under 5 % CO_2_. The cells were treated for 72 h with 10 µM the curcumin analog PGB-0-ol, which was synthesized and characterized as previously described (Utomo et al., 2022).

### 2.2 Next generation sequencing

RNA was extracted using RNeasy kits (QIAGEN) according to the manufacturer’s instructions. Using Illumina HiSeq4000 from HiSeq-X sequencing technology, total RNA was prepared for next-generation sequencing. This process included mRNA enrichment, double-stranded cDNA synthesis, end repair, and addition of A overhang and A adaptor, fragment-selection, PCR amplification, testing library quality, and validation. The quality of the cleaned readings was assessed using FastQC version 0.11.9 (https://github.com/s-andrews/FastQC), and the reports were created using MultiQC version 1.1 (https://multiqc.info). Using Kallisto version 0.461, the pseudo-alignment method was used to quantify transcripts using the human genome as a reference (Bray et al., 2016). (GRCh38.p14). a p-value of < 0.05 were set as criteria for the analysis of DEGs in EdgeR version 3.34.0 (Robinson et al., 2010). The fold change (FC) serves as an indicator of whether a gene has undergone upregulation or downregulation.

### 2.3 Gene ontology and Kyoto encyclopedia of genes and genomes pathway enrichment analysis

GO and KEGG pathway enrichment analyses were conducted using ShinyGO 0.76.1 (https://bioinformatics.sdstate.edu/go/) (Ge et al., 2020). DEGs were submitted to ShinyGO as a *Homo sapiens* gene list. Several parameters were set, such as false discovery rate (FDR) < 0.05 was set as the cut-off significant value and pathways to show as 20.

### 2.4 Drug- and disease-gene association analyses

Drug- and disease–gene association analyses were performed using over-representation analysis (ORA) of Webgestalt (https://www.webgestalt.org) (Liao et al., 2019, Wang et al., 2017) using the standard settings of the database. Briefly, DEGs were submitted to WebGestalt and several parameters were selected. For drug–gene association analysis, we used a functional database of drugs and GLAD4U, whereas in disease–gene association analysis, a functional database of diseases and OMIM were selected. FDR < 0.05 was selected as the cut-off significant value.

### 2.5 Network topology analysis (NTA)

WebGestalt was used to perform Network Topology Analysis (NTA) on the PPI BIOGRID functional database (Wang et al., 2017). The top 10 highlighted seed genes and the enriched GO term were selected from the network using a cutoff of 0.05 false discovery rate (FDR).

### 2.6 Gene set enrichment analysis (GSEA)

GSEA was conducted on DEGs using Webgestalt (https://www.webgestalt.org) (Liao et al., 2019, Wang et al., 2017) using the standard settings of the database. Briefly, DEGs and log FC were submitted to WebGestalt, and several parameters were selected such as the organism of interest: *Homo sapiens*; methods of interest: GSEA; and functional database: KEGG pathway and GO. FDR < 0.05 was selected as the cut-off significant value. The normalized enrichment score (NES) was produced by adjusting the enrichment score for each gene set to take the size of the set into account (Subramanian et al., 2005). In this context, the color blue is used to symbolize a positive correlation or a value more than 0, whilst the color orange is employed to depict a negative correlation or a number less than 0. The lowest section of the visual representation illustrates the enrichment plot corresponding to each category (Liao et al., 2019, Wang et al., 2017).

## 3 Results

### 3.1 Next generation sequencing

To explore the molecular mechanism underlying HCC1954 HER2+ breast cancer cell inhibition by PGB-0-ol, we first performed next-generation sequencing. 

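HCC1954 is an established HER2-positive breast cancer cell line. RNA was sequenced from cells treated for 72 h with 10 µM PGB-0-ol, a curcumin analog, and from cells given the solvent DMSO. The sample labels give the same time and no dose. There was 1 library per condition, so no difference between the conditions has a replicate check and no p-value across genes was computed here. The authors quantified RefSeq transcripts by pseudo-alignment with Kallisto against GRCh38.p14 and compared the libraries with edgeR. Their table gives, for each transcript, its TPM, an abundance relative to all transcripts of the library, in the DMSO and PGB-0-ol libraries, a log2 fold change, a p-value and a q-value. It holds the transcripts that passed their threshold and not the others. The p-values in the authors' deposited table ran from 0.00162 to 0.0498. The listed transcripts made up 2623 TPM of the DMSO library and 4693 TPM of the PGB-0-ol library, which is 0.262% and 0.469% of each library. The total number of reads per library is therefore unknown from these values. A read count for each transcript was inferred from the fold changes and p-values, after the values had been seen. A library ratio of 0.781, DMSO over PGB-0-ol, was fitted to the fold changes. It scales that comparison and is not taken as the ratio of total reads. Rows are transcripts, so a gene can be listed several times and in both directions. The values below are TPM as deposited, and a transcript without signal is described as listed at 0. Unless a sum is named, a TPM given with a gene is that of a listed transcript. The gene's other transcripts may be expressed in either library, so such a value is not the level of the gene.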

A total of 2,263 DEGs consisting of 1,459 upregulated and 804 downregulated genes were detected in the samples (Fig. 1A; Supplementary Table 1). 

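The deposited table held 2265 transcripts, of which 1459 were higher and 806 were lower in the PGB-0-ol library. They belonged to 1551 gene symbols. A higher transcript was listed for 838 genes with no lower one, a lower transcript for 491 genes with no higher one, and both for 222 genes. MAP4 had the most transcripts, 13 higher and 2 lower. HUWE1 had 11, each of them higher, and ZC3H11A had 9 higher and 2 lower. In 1388 transcripts the DMSO value was listed at 0 TPM, and in 760 the PGB-0-ol value was. Together these were 94.8% of the transcripts (95% Wilson interval 93.8% to 95.7%, counting error only). Of the 117 transcripts above 0 in both libraries, 108 had 0.1 TPM or less in the library with the lower value. By inferred counts, 98.9% of the transcripts had at most 3 reads in one of the libraries. The other library had a median of 232 inferred reads for the higher transcripts and 179 for the lower ones. The q-value in the authors' deposited table was 1 for every transcript, so 0 transcripts passed an adjusted threshold of 0.05. At a p-value under 0.01, 64 higher and 29 lower transcripts were left. Predicted transcripts (RefSeq XM and XR accessions) made up 39.0% of the table. Among curated NM transcripts with a 6-digit accession, 362 were higher and 32 were lower. Those with a 9-digit accession had 574 higher and 309 lower, and predicted XM transcripts had 461 higher and 403 lower.

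**Figure D1:**
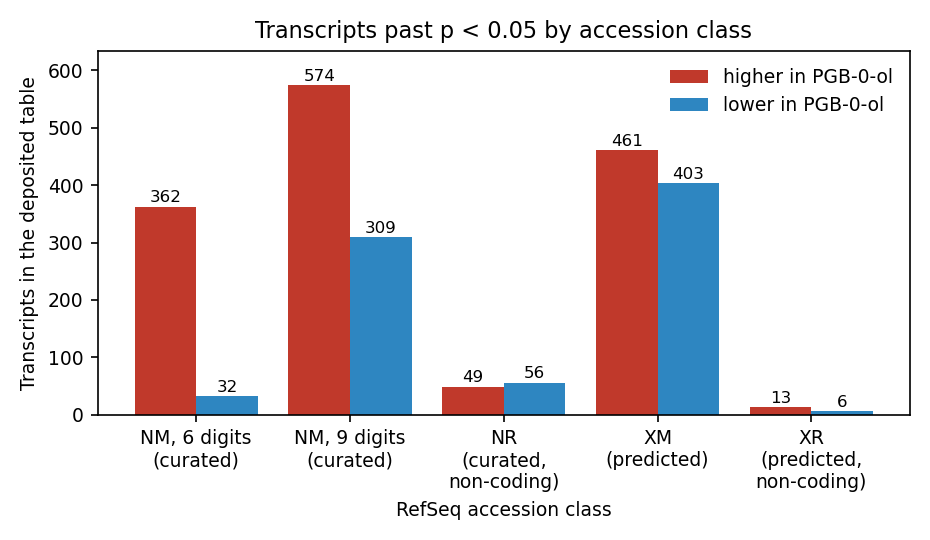
Number of transcripts in the deposited table (vertical axis) by RefSeq accession class (horizontal axis), with red bars for transcripts higher and blue bars for transcripts lower in the PGB-0-ol library. The 6-digit NM class has 362 higher and 32 lower transcripts, and the NR class has 49 higher and 56 lower.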

Significant DEGs identified in the PGB-0-ol and DMSO-control groups are shown in the hierarchical heatmap (Fig. 1A, Table 1) and volcano plot (Fig. 1B).

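The 20 entries of Table 1 are transcripts of 19 genes, and 18 of the entries were listed at 0 TPM in one of the libraries. Of the 10 higher entries, 9 had 6-digit NM accessions, the class that was mostly higher, and no lower entry had one. The first upregulated entry, ERMP1 (NM_024896.3; chromosome 9, 5784572 to 5867091, GRCh38.p14), was listed at 0 in the DMSO library and had 91.55 TPM in the PGB-0-ol library, with 14088 inferred reads. Its log2 fold change in the authors' deposited table was 13.43, the largest there. STAT3 (chromosome 17, 42313324 to 42388442) had 3 higher transcripts, with 42.66, 19.56 and 7.16 TPM in the PGB-0-ol library and 0 in the DMSO library. IARS1 (chromosome 9, 92210207 to 92293697) had the lowest log2 fold change in the authors' deposited table, -12.38. That entry is a non-coding transcript of the gene (NR_073446.2) with 31.91 TPM in the DMSO library. The PAFAH1B2 entry is a non-coding transcript as well (NR_110282.2), with 16.57 TPM in the DMSO library. LYPLA1 (chromosome 8, 54042987 to 54101947) stands in both columns of Table 1. Its transcript NM_006330.4 had 0.01 TPM with DMSO and 79.4 TPM with PGB-0-ol, and its predicted transcript XM_017012960.2 had 30.13 TPM with DMSO and was listed at 0 with PGB-0-ol. HK2, LIMA1 and XPOT also had transcripts in both directions. HK2 had a transcript with 35.77 TPM in the PGB-0-ol library and another with 6.12 TPM in the DMSO library. For XPOT, listed as downregulated, these were 4.57 TPM and 20.46 TPM. With the TPM of a gene's listed transcripts summed before the comparison, the log2(TPM + 1) difference was 1.32 for LYPLA1, 2.37 for HK2, 2.63 for LIMA1 and -1.95 for XPOT. Without predicted transcripts it was 4.19 for LYPLA1, 5.2 for HK2 and 2.63 for LIMA1, while XPOT had predicted transcripts alone. Of the 100 transcripts with the smallest p-values, 96 were listed at 0 in one library, 65 were higher and 35 were lower.

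**Figure D2:**
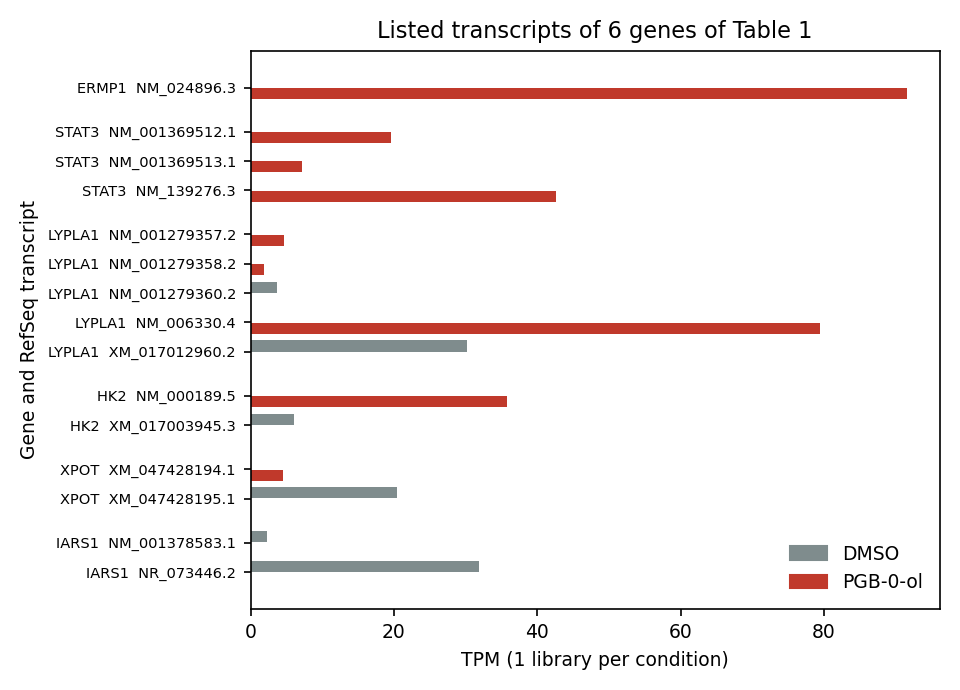
TPM (horizontal axis) of the listed transcripts of 6 genes of Table 1 (vertical axis), with grey bars for the DMSO library and red bars for the PGB-0-ol library, 1 library each and no error bars. LYPLA1 has a transcript with 79.4 TPM in the PGB-0-ol library and another with 30.13 TPM in the DMSO library.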

**Fig. 1:**
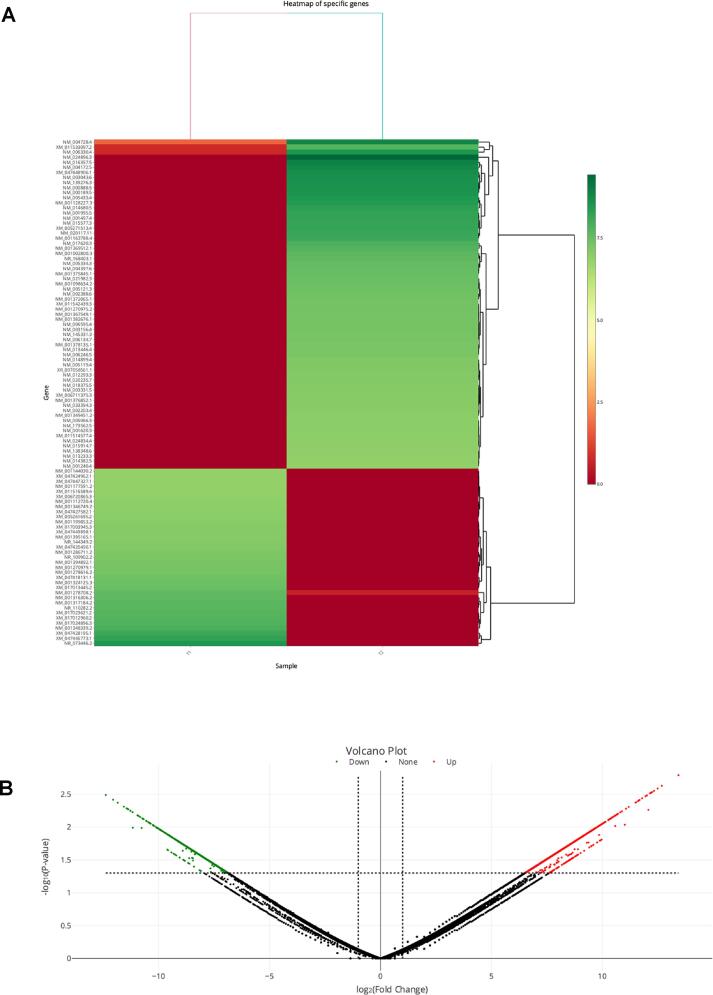
Results of the next-generation sequencing of mRNA of dimethyl sulfoxide (DMSO)-and PGB-0-ol- treated HCC1954 cells. (A) Hierarchical clustering heatmap of the top 100 differentially expressed genes (DEGs). (B) Volcano plot of the DEGs. The log2 FC value is shown on the x-axis, while the y-axis represents the mean expression value of negative log 10 (adjusted p-value). The upregulated and downregulated DEGs are depicted as red and green dots, respectively. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Table 1:** Top 10 upregulated dan downregulated DEGs.

No	Gene_Symbol	log2 Fold Change (FC)	Gene name	Notes
1	*ERMP1*	13.4263705	Endoplasmic reticulum metallopeptidase 1	Upregulation
2	*LIMA1*	12.6777864	LIM domain and actin-binding protein 1	Upregulation
3	*SLC1A3*	12.4863452	Solute Carrier Family 1 Member 3	Upregulation
4	*ATP13A3*	12.3236714	ATPase 13A3	Upregulation
5	*SLC6A6*	12.2401481	Solute Carrier Family 6A Member 6	Upregulation
6	*STAT3*	12.1922908	Signal transducer and activator of transcription 3	Upregulation
7	*ITGB6*	12.1787374	Integrin beta-6	Upregulation
8	*HK2*	12.1380468	Hexokinase-2	Upregulation
9	*LYPLA1*	12.0691449	Acyl-protein thioesterase 1	Upregulation
10	*YES1*	12.0011934	YES Proto-Oncogene 1	Upregulation
11	*PSMD2*	−11.162358	26S proteasome non-ATPase regulatory subunit 2	Downregulation
12	*ITGA6*	−11.171192	Integrin alpha-6	Downregulation
13	*CDH1*	−11.270941	Cadherin-1	Downregulation
14	*PAFAH1B2*	−11.272435	Platelet-activating factor acetylhydrolase IB subunit beta	Downregulation
15	*EIF3CL*	−11.371921	Eukaryotic translation initiation factor 3 subunit C-like protein	Downregulation
16	*LYPLA1*	−11.386476	Acyl-protein thioesterase 1	Downregulation
17	*NUFIP2*	−11.440617	Nuclear fragile X mental retardation-interacting protein 2	Downregulation
18	*SDCBP*	−11.561602	(Syndecan Binding Protein	Downregulation
19	*XPOT*	−11.845155	Exportin-T	Downregulation
20	*IARS1*	−12.381294	Isoleucine--tRNA ligase	Downregulation

### 3.2 KEGG pathway and GO enrichment analysis

To clarify the probable mechanism underlying the effect exerted by PGB-0-ol on HER2+ breast cancer cells, the DEGs were processed for functional annotation using KEGG pathway and GO enrichment analyses. DEGs were analyzed using the KEGG pathway to explore the DEGs that were activated or suppressed in various classes of pathways. 

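Members of Hippo, ErbB and phosphatidylinositol signaling were looked up among the listed transcripts from lists of canonical genes written before the data were examined, which are not the KEGG sets, and no enrichment was computed. Of 40 Hippo pathway genes, 11 were listed. BTRC, DLG1, DLG5, FRMD6, LATS2, MOB1B and WWTR1 had higher transcripts, NF2 and TEAD4 lower ones, and LATS1 and YAP1 both. A DLG1 transcript had 4.08 TPM in the PGB-0-ol library and was listed at 0 with DMSO. In contrast, a YAP1 transcript had 3.29 TPM with DMSO and was listed at 0 with PGB-0-ol. For ErbB signaling, 14 of 73 genes were listed, with 21 higher and 7 lower transcripts. The genes with higher transcripts included EGFR, ERBB2, PIK3CB and PTK2. MAP2K4, PAK1 and SHC1 had lower transcripts, and CAMK2G and CBLB had both. A MAP2K4 transcript had 4.86 TPM and a PAK1 transcript 4.16 TPM in the DMSO library, both listed at 0 with PGB-0-ol. Of 81 genes of phosphatidylinositol signaling and inositol phosphate metabolism, 20 were listed, with 18 higher and 7 lower transcripts. An ITPR3 transcript had 4.75 TPM and a PI4KA transcript 4.59 TPM in the PGB-0-ol library, and both were listed at 0 with DMSO. Transcripts of PITPNM1, with 2.04 TPM, and CDS1, with 1.35 TPM, were seen in the DMSO library and listed at 0 with PGB-0-ol. Over the gene lists used here together, 140 genes were listed, and 8 of them at a p-value under 0.01.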

DEGs regulated several pathways, such as Hippo signaling, inositol phosphate metabolism, EGFR tyrosine kinase inhibitor resistance, Phosphatidylinositol signaling system, and ErbB signaling (Fig. 2A). GO enrichment analysis was classified into three categories: biological process, cellular component, and molecular function, and the top 20 results in each category are shown. DEGs regulated biological processes through several mechanisms, such as positive regulation of GTPase activity, mitotic cell cycle, cellular response to DNA damage stimulus, cell cycle, and regulation of intracellular signal transduction (Fig. 2B). 

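Of 76 cell cycle genes in a canonical list, 14 were listed, with 14 higher and 6 lower transcripts. An MCM3 transcript had 21.29 TPM and a TTK transcript 8.63 TPM in the PGB-0-ol library, both listed at 0 with DMSO. A transcript of BUB1 (chromosome 2, 110637528 to 110678063) had 12.01 TPM and one of CHEK2 11.93 TPM in the DMSO library, both listed at 0 with PGB-0-ol. Other transcripts of these genes are outside the table, so the levels of the genes were not compared. ESPL1 and STAG2 had transcripts in both directions. Of 56 genes of the response to DNA damage, 10 were listed, with 8 higher and 10 lower transcripts. ATRX, BRCA1 and FAN1 had higher transcripts, whereas ATR, CHEK2, FANCI and LIG1 were among the genes with lower ones. A LIG1 transcript had 5.94 TPM with DMSO and was listed at 0 with PGB-0-ol. RAD17 had a transcript with 4.34 TPM in the PGB-0-ol library and another with 3.19 TPM in the DMSO library. Genes whose symbols mark them as regulators of small GTPases (such as ARHGAP, ARHGEF and TBC1D) numbered 36, with 29 higher and 21 lower transcripts. Among them an ARHGAP29 transcript had 6.73 TPM with PGB-0-ol and was listed at 0 with DMSO. A TBC1D1 transcript had 11.49 TPM with DMSO and was listed at 0 with PGB-0-ol.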

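For the mitotic spindle and spindle microtubules, 18 of 57 canonical genes were listed, with 23 higher and 14 lower transcripts. AURKA, CEP192, ECT2, NUMA1, RACGAP1 and TTK had higher transcripts, and AURKB, BUB1, CLASP1 and RANGAP1 had lower ones. The other 8 genes had transcripts in both directions. CENPE was one of these, with a predicted transcript at 4.71 TPM in the PGB-0-ol library and another at 2.11 TPM in the DMSO library. A RANGAP1 transcript had 7.45 TPM with DMSO and was listed at 0 with PGB-0-ol. Of 36 nuclear membrane genes, 9 were listed, with 8 higher and 8 lower transcripts. Of 32 genes of membrane ruffles, 10 were listed, also with 8 higher and 8 lower transcripts. A MYO6 transcript had 6.6 TPM with PGB-0-ol and 0.01 TPM with DMSO, while another had 10.46 TPM with DMSO and 0.01 TPM with PGB-0-ol. A CYFIP1 transcript had 7.47 TPM in the DMSO library and was listed at 0 in the other.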

DEGs were also located in the cellular components of the spindle microtubule, ruffle membrane, mitotic spindle, and nuclear membrane (Fig. 2C). Moreover, DEGs were involved in the molecular functions of catalytic activity acting on DNA, protein serine/threonine kinase activity, protein kinase activity, and enzyme regulator activity (Fig. 2D).

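Of 58 serine/threonine kinase genes in a canonical list, 21 were listed, with 21 higher and 10 lower transcripts. Higher transcripts alone were listed for 12 of these genes, among them AURKA, PDPK1 and PLK4. Lower transcripts alone were listed for 5, namely ATR, AURKB, BUB1, CHEK2 and MAP4K5. LATS1, MAP4K4, NEK7 and TLK2 had both. A MAP4K5 transcript had 2.03 TPM in the DMSO library and was listed at 0 with PGB-0-ol. In 28 of the 31 kinase transcripts one of the libraries was listed at 0 TPM.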

**Fig. 2:**
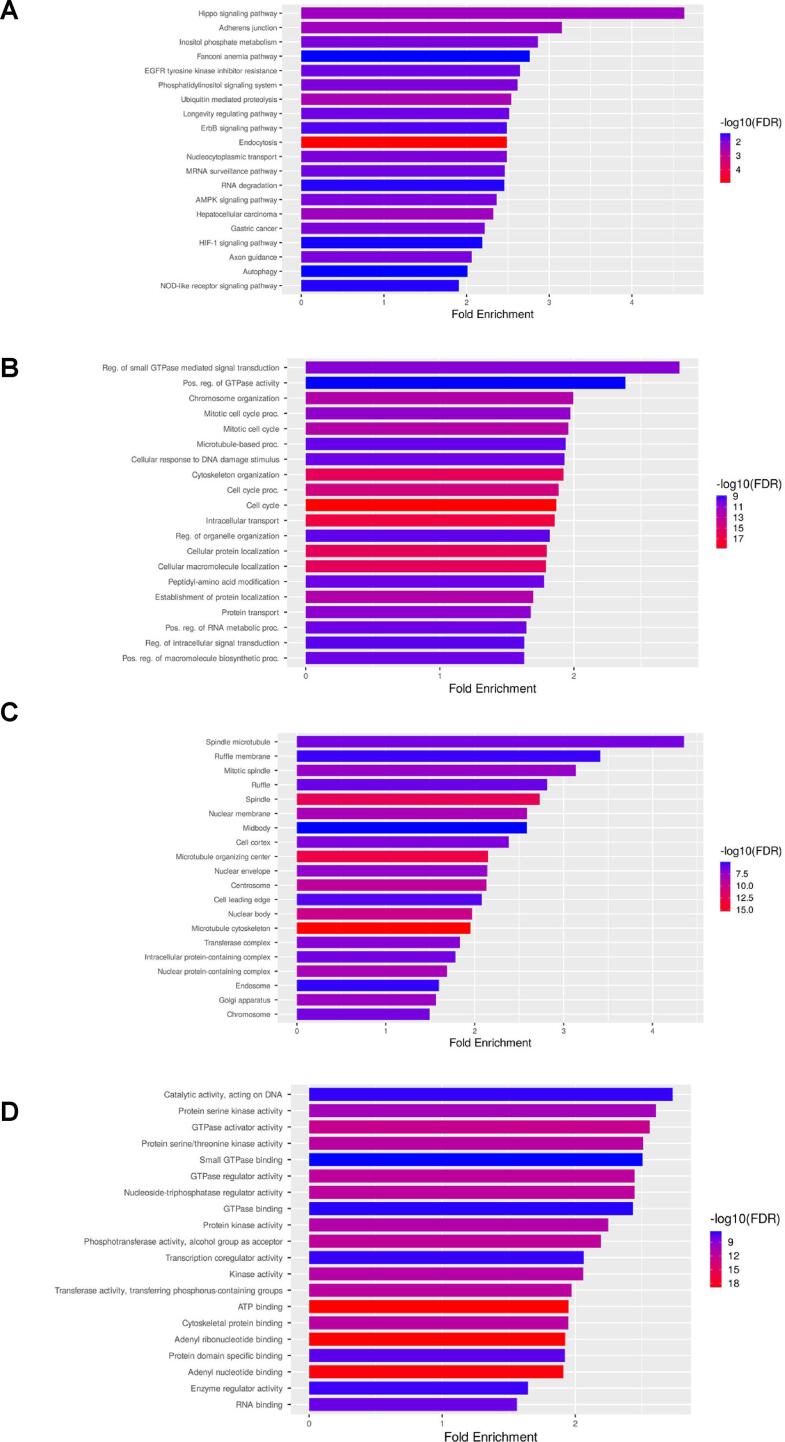
Gene ontology and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of the DEGs between DMSO- and PGB-0-ol- treated HCC1954 breast cancer cells. (A) Biological process (B) Cellular component (C) Molecular function (D) KEGG pathway.

### 3.3 Drug- and disease–gene association analyses

The DEGs were further analyzed to determine the association between DEGs, disease, and drugs. 

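AURKA, which encodes Aurora A kinase, the target of alisertib, lies on chromosome 20 (56369390 to 56392215, GRCh38.p14). Of its 13 annotated RefSeq transcripts, 1 was listed (NM_001323303.2). It had 2.71 TPM in the PGB-0-ol library, with 176 inferred reads, and was listed at 0 in the DMSO library. Its log2 fold change in the authors' deposited table was 7.10 with a p-value of 0.0373. The drug and disease gene sets were not used here.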

The results revealed the association of DEGs with several drugs, such as alisertib, rosiglitazone, phospholipids, and protein kinase inhibitors (Fig. 3A). The DEGs were also associated with several disease such as prostate and breast cancer (Fig. 3B).

**Fig. 3:**
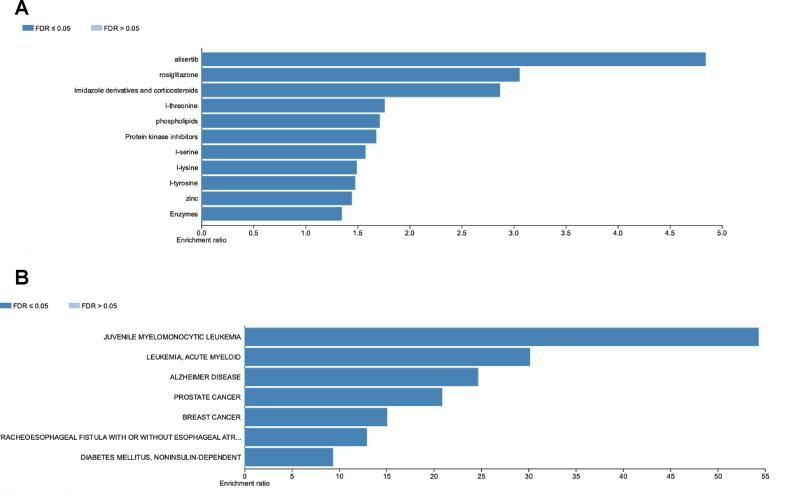
DEG–disease association (A) and DEG–drug association (B) analysis was conducted with over-representation analysis (ORA) of Webgestalt.

### 3.4 Network topology analysis (NTA)

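The genes APP, XPO1, EGFR, CDH1, CUL3, EFTUD2, BRCA1, EWSR1, TMEM216 and BTRC had 12 listed transcripts, 6 higher and 6 lower in the PGB-0-ol library. APP, with 2.5 TPM, and BTRC, with 1.31 TPM, had a transcript in the PGB-0-ol library that was listed at 0 with DMSO. Transcripts of CDH1 (chromosome 16, 68737292 to 68835537), EWSR1 and TMEM216 had 13.78, 4.82 and 5.18 TPM in the DMSO library, each listed at 0 with PGB-0-ol. The levels of these genes as a whole were not compared. A CUL3 transcript had 7.38 TPM with DMSO and 0.02 TPM with PGB-0-ol. XPO1 (chromosome 2, 61477849 to 61538612) had predicted transcripts in both directions. One had 27.45 TPM with DMSO and was listed at 0 with PGB-0-ol, and the other had 0.01 TPM with DMSO and 21.57 TPM with PGB-0-ol. The log2(TPM + 1) difference of their sums was -0.33. EFTUD2 likewise had a transcript with 1.12 TPM in the DMSO library and another with 1.09 TPM in the PGB-0-ol library, and the difference of the sums was -0.02.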

NTA is vital for understanding the intricate interactions between genes in biological systems because it allows us to identify key genes that are required for biological systems to function.The protein network from NTA of DEGs resulted in top ten seed genes, including *APP*, *XPO1*, *EGFR*, *CDH1*, *CUL3*, *EFTUD2*, *BRCA1*, *EWSR1*, *TMEM216*, and *BTRC* (Fig. 4A upper part). Additional GO enrichement of NTA revealed that DEGs are linked to several GO like cell cycle, mitotic cell cycle, regulation of cell cycle, cellular component organization, microtubule-based process, cellular component organization or biogenesis, and regulation of organelle organization (Fig. 4B lower part, Supplementary Table 2).

**Fig. 4:**
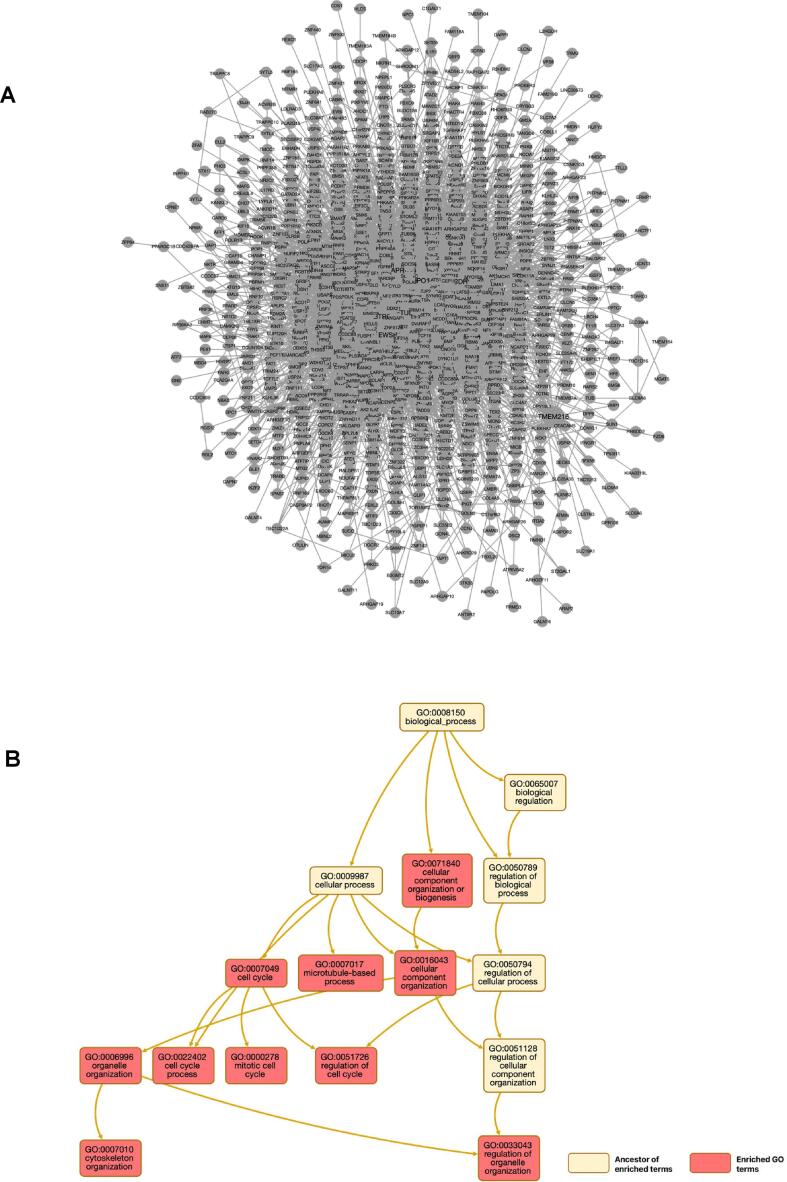
(A). Network Topology Analysis (NTA) and (B) GO enrichment of the NTA, as analyzed using WebGestalt.

### 3.5 Gene set enrichment analysis (GSEA)

On identifying the related pathways and processes, GSEA was used to evaluate the gene expression data from a large-scale experiment. The enriched KEGG pathway by GSEA showed that DEGs were positively enriched for PI3K-Akt signaling pathway with NES = 1.7918 (Fig. 5, Supplementary Table 3). This suggests that PGB-0-ol regulates the PI3K-Akt signaling pathway. 

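The 19 genes of Table 2 were chosen by the study from these same libraries. Taking for each gene the transcript with the largest absolute change, the median log2 fold change of the 19 genes in the authors' deposited table was 8.25, and 16 of the genes were positive. This median lay at percentile 94.8 of 10000 random lists of 19 listed genes matched on mean TPM. The random lists had a median of 7.23 and a central 95% from -7.89 to 8.45. With lower transcripts left out, so that LAMA3, PPP2R2A and TSC2 entered with their higher transcripts, the list lay at percentile 51.9 of random lists drawn the same way. It lay at percentile 99.6 with the mean over a gene's transcripts, at 99.7 with the transcripts summed first and at 99.8 without matching on TPM. These percentiles describe the 2 libraries and are not a test between the conditions. Of 27 core genes of PI3K/Akt signaling in a canonical list, 5 were listed, INPP4B, PDPK1, PIK3CB and RPS6KB1 with higher transcripts and TSC2 with both. The enrichment score itself was not recomputed, since the KEGG sets were not used here. From the positive enrichment score, the paper proposes that PGB-0-ol regulates the PI3K-Akt signaling pathway.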

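The genes of Table 2 had 31 listed transcripts, 26 higher and 5 lower in the PGB-0-ol library. Of the 17 higher entries of Table 2, 7 had 6-digit NM accessions, the class that was mostly higher. The transcripts whose values Table 2 gives were listed at 0 TPM in one library in all 19 cases. In the other library they had between 0.99 and 44.9 TPM, with a median of 3.52 TPM. ERBB2, which encodes HER2 (chromosome 17, 39688094 to 39728658, GRCh38.p14), had 2 of its 32 annotated RefSeq transcripts listed, with 5.36 and 4.16 TPM in the PGB-0-ol library and 0 with DMSO. A transcript of EGFR (chromosome 7, 55019017 to 55211628) had 1.12 TPM in the PGB-0-ol library and was listed at 0 with DMSO. The BRCA1 transcript is non-coding (NR_027676.2) and had 2.06 TPM with PGB-0-ol, and the predicted ones include those of CSF1, MET, PIK3CB, PKN2 and TSC2. LAMA3, PPP2R2A and TSC2 had transcripts in both directions. LAMA3 had 1.4 and 0.47 TPM in the PGB-0-ol library and 4.55 TPM in the DMSO library, each on a different transcript. For PPP2R2A these were 12.79 TPM with PGB-0-ol, with 277 inferred reads, and 7.76 TPM with DMSO, with 854 inferred reads. TSC2 (chromosome 16, 2047985 to 2089491) had 3.02 TPM on a transcript of the PGB-0-ol library and 2.77, 1.37 and 0.99 TPM on transcripts of the DMSO library. Over their listed transcripts alone, the log2(TPM + 1) difference of the sums was -0.95 for LAMA3, 0.65 for PPP2R2A and -0.61 for TSC2. Without predicted transcripts it changed sign for PPP2R2A, to -3.13, and for TSC2, to 0.093.

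**Figure D3:**
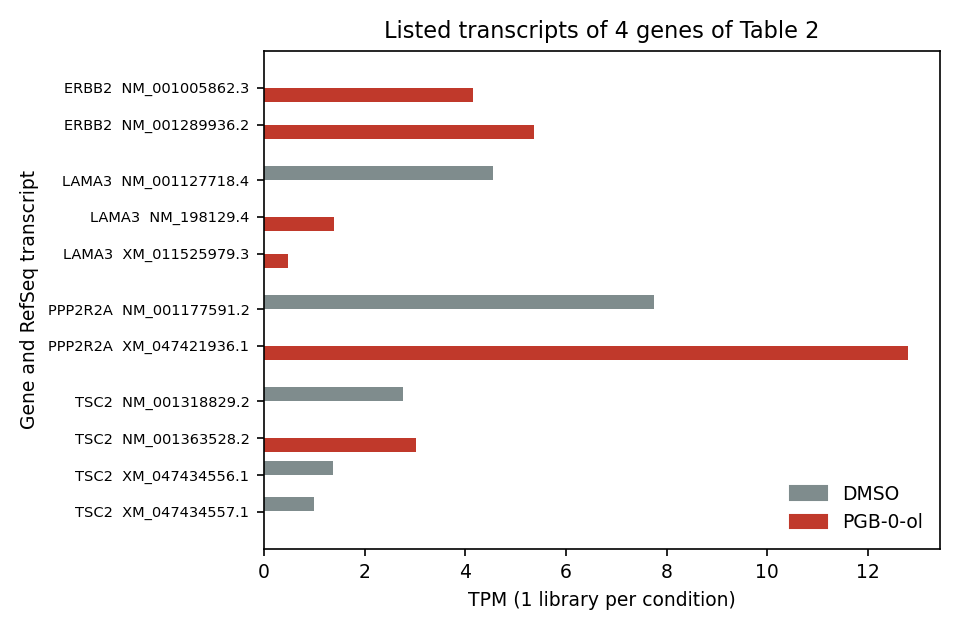
TPM (horizontal axis) of the listed transcripts of 4 genes of Table 2 (vertical axis), with grey bars for the DMSO library and red bars for the PGB-0-ol library, 1 library each and no error bars. PPP2R2A has a transcript with 12.79 TPM in the PGB-0-ol library and another with 7.76 TPM in the DMSO library.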

We identified 19 genes that were enriched in the PI3K/Akt signaling pathway: *BRCA1, CREB3L4, CSF1, EGFR, ERBB2, ITGA2, ITGB6, JAK2, LAMA3, MET, PDPK1, PIK3CB, PKN2, PPP2R2A, PPP2R5E, PRKAA1, PTK2, RAF1,* and *TSC2* (Table 2).

**Fig. 5:**
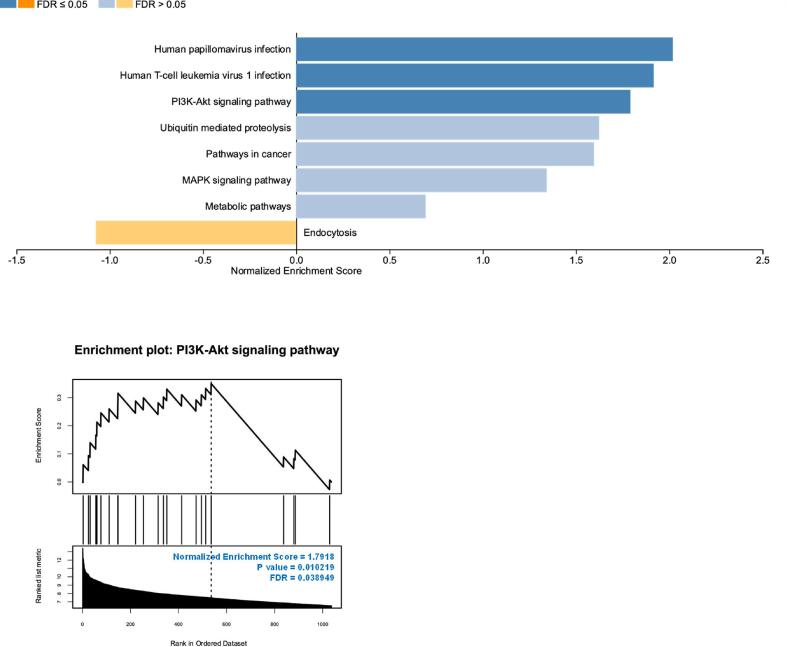
Gene Set Enrichment Analysis (GSEA) results of the DEGs, as analyzed using WebGestalt. Upper part of the figure showed the bar plot of the enrichment. The length of the bar reflects the normalized enrichment score (NES) value, and the color scale depicts the false discovery rate (FDR) value. Specifically, a positive correlation or a value more than 0 is depicted as blue, while a negative correlation or a value less than 0 is represented as orange. The lower portion of the graphic displays the enrichment plot for each category. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Table 2:** DEGs that were enriched as PI3K/Akt pathway based on analysis using GSEA.

No	Gene_Symbol	log2 Fold Change (FC)	Gene name	Notes
1	*BRCA1*	8.37551037	Breast cancer type 1 susceptibility protein	Upregulation
2	*CREB3L4*	7.91565436	Cyclic AMP-responsive element-binding protein 3-like protein 4	Upregulation
3	*CSF1*	8.24781768	Macrophage colony-stimulating factor 1	Upregulation
4	*EGFR*	7.94339935	Epidermal growth factor receptor	Upregulation
5	*ERBB2*	9.19493812	Receptor tyrosine-protein kinase erbB-2	Upregulation
6	*ITGA2*	9.95025302	Integrin alpha-2	Upregulation
7	*ITGB6*	12.1787374	Integrin beta-6	Upregulation
8	*JAK2*	9.52988771	Tyrosine-protein kinase JAK2	Upregulation
9	*LAMA3*	8.40906292	Laminin subunit alpha-3	Upregulation
10	*MET*	7.53293458	MET proto-oncogene, Hepatocyte growth factor receptor	Upregulation
11	*PDPK1*	9.59255857	3-phosphoinositide-dependent protein kinase 1	Upregulation
12	*PIK3CB*	9.32718592	Phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit alpha/beta/delta;	Upregulation
13	*PKN2*	7.57492867	Serine/threonine-protein kinase N2	Upregulation
14	*PPP2R2A*	−10.093901	Serine/threonine-protein phosphatase 2A 55 kDa regulatory subunit B alpha isoform	Downregulation
15	*PPP2R5E*	10.2607402	Serine/threonine-protein phosphatase-2A 56 kDa regulatory subunit epsilon isoform	Upregulation
16	*PRKAA1*	8.01051355	5′-AMP-activated protein kinase catalytic subunit alpha-1	Upregulation
17	*PTK2*	7.67761434	Focal adhesion kinase 1	Upregulation
18	*RAF1*	7.54505814	RAF proto-oncogene serine/threonine-protein kinase	Upregulation
19	*TSC2*	−7.8793706	Tuberin	Downregulation

## 4 Discussion

This study revealed the mechanism underlying the action exerted by PGB-0-ol in HCC1954 cells using transcriptomics followed by bioinformatics analysis. We used three enrichment approaches, ORA (for GO, KEGG pathway, and disease– and drug–gene association analyses), NTA, and GSEA. The utilization of ORA has been employed for the purpose of discovering biological pathways and activities that are disproportionately represented within a given gene list (Wieder et al., 2021), however, it is important to note that ORA does not provide a comprehensive depiction of the relationship between genes and their corresponding products. The GSEA method, as described by (Subramanian et al., 2005), is capable of identifying discrepancies in pathways and functions between two groups, as well as detecting interactions among genes and their corresponding products, however, it does not provide a comprehensive understanding of the overall architecture of the gene network. This limitation is addressed by the NTA approach proposed by Huang et al. (Huang et al., 2018). Since the three approaches followed different algorithms, the findings from each approach are cross-verified.

The results of GO enrichment analysis showed that DEGs regulated cellular processes including cell cycle in organelles such as the mitotic spindle and nuclear membrane and control the molecular function of kinase activity. KEGG enrichment results showed the regulation of the control of phosphatidylinositol signaling system, and ErbB signaling upon PGB-0-ol treatment. According to the NTA data for GO enrichment, GSEA data for KEGG, drug-gene and disease-gene, PGB-0-ol regulated PI3K/Akt signaling and cell cycle in breast cancer.

*BRCA1, CREB3L4, CSF1, EGFR, ERBB2, ITGA2, ITGB6, JAK2, LAMA3, MET, PDPK1, PIK3CB, PKN2, PPP2R2A, PPP2R5E, PRKAA1, PTK2, RAF1,* and *TSC2* were enriched in the PI3K/Akt signaling pathway. *BRCA1* encodes the breast cancer type 1 susceptibility protein, a regulator of DNA repair and the G2/M cell cycle checkpoint, the mutation of which leads to reduced expression, loss of function, and accelerated breast cancer progression (Ma et al., 2020). The PI3K/Akt pathway is activated by changes in gene expression, including reduced *HER2* amplification (Chung et al., 2022). PI3K/Akt signaling regulates BRCA1 phosphorylation in T47D (Ma et al., 2020) cells with low HER2 expression (Mota et al., 2017). However, coincident *BRCA* mutations and HER2 overexpression have been observed (Tomasello et al., 2022). Therefore, the BRCA1-HER2-PI3K/Akt signaling axis and the effects of PGB-0-ol are uncertain. *CREB3L4* encodes the cyclic AMP-responsive element-binding protein 3-like protein 4, a transcription factor responsible for breast cancer progression (Pu et al., 2020). Anti-HER2-targeted therapy has downregulated *CREB3L4* expression in breast cancer samples (Angus et al., 2021). Additionally, CREB4 was observed to moderate glioma proliferation by regulating PI3K/Akt (Li et al., 2021); however, the mechanism of CRB3L4 inhibition in HER2+ breast cancer cells by PGB-0-ol requires further investigation.

*CSF1* encodes macrophage colony-stimulating factor 1, a cytokine that controls immune responses (Sauter et al., 2016) and promotes breast cancer progression (Ding et al., 2016). CSF1 activates its receptor (CSF1R) and subsequently activates PI3K and ERK signaling in HER2+ breast cancer cells (Morandi et al., 2011). The role and mechanism of PGB-0-ol in inhibiting CSF1-PI3K/Akt signaling in HER2+ breast cancer cells need to be explored. *EGFR* encodes the epidermal growth factor receptor, or HER1, which, together with HER2 and other EGFR family members, can activate downstream signaling cascades such as PI3K/Akt and MAPK (Dwivedi et al., 2019).

*ITGA2* encodes integrin alpha-2, a collagen receptor observed on platelets and epithelial cells, and is abundantly expressed in normal epithelial cells (Ding et al., 2015). The loss of ITGA2 is involved in metastasis in colon cancer (Robertson et al., 2009) and breast cancer cells (Ding et al., 2015). Overexpression of *ITGA2* increases the aggressiveness of esophageal squamous cell carcinoma through the Akt signaling pathway (Huang et al., 2021). *ITGB6* encodes integrin beta-6, which regulates epithelial-to-mesenchymal transition (EMT) in wound healing and carcinogenesis (Zheng et al., 2021). High integrin 6 expression, in conjunction with the Rho-Rac pathway, has been associated with poor prognosis in HER2 + breast cancer (Desai et al., 2016). PI3K/Akt signaling activation by transmembrane collagen XVII promotes integrin-dependent migration in invasive squamous cell carcinoma (Löffek et al., 2014). Accordingly, the role of ITGA2/ITGB6-PI3K/Akt in HER2+ breast cancer cells and its modulation by PGB-0-ol warrant further investigation.

*JAK2* encodes the tyrosine-protein kinase JAK2, which controls cell development and differentiation (Gnanasambandan and Sayeski, 2011). Previous studies have emphasized the crosstalk between PI3K, HER2, JAK2, and IL-8 signaling targets for metastatic breast cancer therapies (Britschgi et al., 2013). *LAMA3* encodes laminin subunit alpha-3, which plays a vital role in growth by interacting with other components of the extracellular matrix (Feng et al., 2021) and mediates cell proliferation, migration, and invasion in pancreatic ductal adenocarcinoma cells (Huang and Chen, 2021). LAMB3 has been shown to regulate the PI3K/Akt signaling system and promote apoptotic, proliferative, invasive, and metastatic characteristics in pancreatic cancer (Zhang et al., 2019). *MET* encodes the MET proto-oncogene hepatocyte growth factor receptor, a member of the tyrosine kinase receptor family of proteins that drive cell migration, invasion, and survival via canonical Ras, MAPK, PI3K/Akt, and b-catenin signaling pathways (Rivas et al., 2022). The MET-PI3K/Akt axis is involved in breast cancer resistance to doxorubicin (Kyeong-Ah et al., 2015) and trastuzumab resistance in HER2 overexpressing breast cancer cells (Shattuck et al., 2008). Accordingly, the role of JAK2 and LAMA3 in HER2+ breast cancer cells and their modulation by PGB-0-ol should be investigated further.

*PDPK1* encodes the 3-phosphoinositide-dependent protein kinase 1, which activates Akt in PI3K/Akt signaling (Park et al., 2009). Increased PDPK1 expression promotes gemcitabine resistance in pancreatic adenocarcinoma cells (Li et al., 2018) and radiation resistance in hepatocellular carcinoma (Bamodu et al., 2020). *PIK3CB* encodes phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta, or p110β, which is important for the activation of PI3K/Akt signaling (Qu et al., 2021). PIK3CB plays a critical role in the progression of esophageal cancer cells (Pan et al., 2022) and the metastasis of pancreatic cancer cells (Qu et al., 2021). *PKN2* encodes a serine/threonine-protein kinase N2, a member of the protein kinase C subfamily (PKC) (Cheng et al., 2018), and is a regulator of cancer cell cycle progression, migration, and invasion (Lachmann et al., 2011, Schmidt et al., 2007). MTOR signaling activates PKN2 to control PI3KC2b phosphorylation in the PI3K/Akt signaling pathway (Wallroth et al., 2019). *PPP2R2A* encodes the serine/threonine protein phosphatase 2A regulatory subunit B alpha isoform, which is involved in mitosis (Liang et al., 2017). PPP2R2A acts as a tumor suppressor gene, and suppression of PPP2R2A increases the proliferation of leukemia cells (Ruvolo et al., 2014) and human colon cancer cells (Liang et al., 2017). Akt-dependent Pp2a activity is necessary for establishing the epidermal barrier during late embryonic growth (O'Shaughnessy et al., 2009). *PPP2R5E* encodes the serine/threonine protein phosphatase-2A regulatory subunit epsilon isoform involved in the PI3K/Akt, MAPK, and Ras signaling pathways and in the regulation of cancers, including chronic myelogenous leukemia (Perrotti and Neviani, 2013). *PPP2R5B* and *PPP2R5C* are Protein phosphatase 2A (PP2A) regulatory subunits that dephosphorylate Akt (Rocher et al., 2007). PPP2R5E downregulation enhances CRC cell viability, colonosphere formation, and migration (Santos et al., 2023). The roles of PDPK1, PKN2, PPP2R2A, and PPP2R5E in PI3K pathway regulation of HER2+ breast cancer progression and inhibition by PGB-0-ol remain unclear.

*PRKAA1* encodes 5′-AMP-activated protein kinase (AMPK) catalytic subunit alpha-1 and the serine/threonine protein kinase family and functions as a cell energy sensor in eukaryotic cells, regulating intracellular nutrition and energy levels via glucose and lipid metabolic pathways (Gleason et al., 2007). PRKAA1 is a key regulatory kinase in lung cancer-targeted therapies (El-aarag et al., 2017). PRKAA1 increases growth and blocks apoptosis in gastric cancer cells by inducing the JNK1 and Akt pathways (Zhang et al., 2020). Moreover, PRKAA1 enhances cell survival, colony formation, and glycolysis while inhibiting apoptosis by increasing the redox equilibrium in gastric cancer cells (Zhang et al., 2022). *PTK2* encodes protein tyrosine kinase 2, also known as focal adhesion kinase (FAK), a non-receptor tyrosine kinase that plays an important role in integrin-mediated signaling (Zhang et al., 2023). Oxidative stress-induced FAK activation promotes the progression of uterine serous carcinoma (Lopez-Mejia et al., 2023). FAK and Akt interact to maintain stem cell properties and migration in human colorectal cancer cells, and downregulation of FAK leads to decreased phosphorylation of Akt and subsequent downregulation of cancer stem cell markers and spheroid formation (Xu et al., 2023). *RAF1* encodes the RAF proto-oncogene serine/threonine-protein kinase, a protein that belongs to the RAS/RAF/MEK/ERK signaling system, which controls cell migration, apoptosis, and differentiation (Tian et al., 2018). The Raf/MEK/ERK and PI3K/PTEN/Akt/mTOR pathways interact to regulate cancer cell growth and sensitivity to therapies (Steelman et al., 2011). *TSC2* encodes the growth-inhibitory protein tuberin that regulates protein synthesis and cell cycle progression (Fidalgo da Silva et al., 2023). Phosphorylation of tuberin via PI3K/Akt signaling leads to its inactivation and enhances the progression of human endometrial adenocarcinoma cells (Sales et al., 2004). The Akt/tuberin/mTOR pathway regulates DNA damage and repair mechanisms, potentially exposing diabetic kidneys to RCC development of renal cell carcinoma (Habib and Liang, 2014). In the Mexican population, a new mutation in the TSC2 gene protects against colorectal cancer (González-Villaseñor et al., 2022). The functions of PRKAA1, PTK2, and TSC2 in PI3K/signaling governing HER2+ breast cancer development and suppression by PGB-0-ol remain unknown and require further investigation.

The upregulation of HER2 in breast cancer cells results in the initiation of its subsequent signaling pathways, including PI3K/Akt (Ruiz-Saenz et al., 2018) and RAS/RAF/MAPK (Goltsov et al., 2014), which in turn promote cellular proliferation, survival, angiogenesis, and metastasis (Wilks, 2015). PI3K/Akt signaling pathway is one of the most common overactivated pathway in breast cancer (Ellis and Ma, 2019). Activation of PI3K/Akt signalling leads to modulation of regulator of cell cycle, cyclins, cyclin-dependent kinases, and cyclin-dependent kinase inhibitors (Chang et al., 2003). In addition, activation of PI3K/Akt signaling leads to breast cancer cells resistance to anti HER2 theraphy such as trastuzumab, lapatinib, afaitinib, and pelitinib (Dong et al., 2021). A previous study showed that combination treatment in PIK3CA-mutant HER2+ breast cancer cells using PI3K/Akt inhibitors and and anti HER2 lapatinib, increase sensitivity of lapatinib (Fujimoto et al., 2020). Results of this study is supported by a previous study that showed induction of S-phase cell cycle arrest by the PGV-0 in HCC1954 cells (Angraini et al., 2019). A previous study showed that curcumin inhibited cell growth in BT474 HER2+ breast cancer cells by downregulating PI3K/Akt signaling in vitro and xenograft (Lai et al., 2012). In addition, curcumin analogue, namely 1,5-bis(4-hydroxy-3-((4-methylpiperazin-1-yl)methyl)phenyl)penta-1,4-dien-3-one induced apoptosis and cell cycle arrest in MCF-7 and MDA-MB 231 human breast cancer cells by targeting the PI3K/Akt signaling (Badr et al., 2018). A recent study showed that demethoxycurcumin induces apoptosis in HER2 overexpressing bladder cancer cells through degradation of HER2 and inhibiting the PI3K/Akt pathway (Kao et al., 2021).

The ORA of disease–gene association showed that DEGs were enriched for breast cancer, whereas drug–gene association analysis revealed the correlation of DEGs with protein kinase inhibitors and alisertib. Alisertib is a serine/threonine protein kinase Aurora A kinase (AURKA) inhibitor that disrupt the chromosome aggregation therefore inhibits cell cycle in G2/M phase and cell proliferation, and induces apoptosis via inhibition of p38/MAPK and Akt signaling pathways (Li et al., 2015). Activation of AURKA by phosphorylation leads to activation of its downstream such as PI3K/Akt, NFkB, p53/MDM2-cell cycle progression (Durlacher et al., 2016). A clinical trial of alisertib in patients with breast cancer has been conducted and the results revealed only 18 % of patients involved in the clinical trial showed partial response (Melichar et al., 2015).

The major limitation of this study was the small sample size. Another limitation was the use of only one cell line for the experiment. A small sample size might mean that the results cannot be generalized or have a chance for false positives; therefore, further investigations are warranted to confirm the findings of this study. Overall, this study revealed the transcriptomic profile of PGB-0-ol-treated HCC1954 breast cancer cells. Bioinformatic analyses revealed modulation of PI3K/Akt signaling and cell cycle was modulated upon treatment with PGB-0-ol. The present study has elucidated the transcriptomics profile of HCC1949 breast cancer cells following therapy with PGB-0-ol. Nevertheless, in cellular processes, there exists a discrepancy between RNA expression and protein expression, indicating a lack of direct proportionality. Consequently, it will become imperative to employ techniques such as 2D electrophoresis or LC-MS/MS-based proteomics in order to investigate protein expression. By doing so, it will be possible to gain insights into the intricate interactions between genes and proteins. Accordingly, further studies are required to validate the molecular mechanisms underlying these effects.

## 5 Conclusion

The results of this study revealed the transcriptomic profile of the PGB-0-ol-treated HCC1954 breast cancer cells. Enrichment analyses showed the modulation PI3K/Akt in cell cycle, which is proposed as the main mechanism through which PGB-0-ol exerts its effect on HCC1954 breast cancer cells. Further investigations are warranted to confirm the findings of this study.

## Availability of data and materials

RNA sequencing data are available in the public database of Gene Expression Omnibus; accession number: GSE218021.

## Funding

This study was supported by the 10.13039/501100002920Research Grant of the Ministry of Education, Culture, Research, and Technology, Republic of Indonesia,through Research Project Number 1619/UN1/DITLIT/DitLit/PT.01.03/2022.

## Authors’ contributions

AH, MK, EM designed the study. AH wrote the manuscript. AH, FW, RYU collected the data. AH analyzed the data. EM and MK supervised the study. All authors read and approved the final manuscript.

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

How the deposited data were processed for this re-analysis (not part of the article)

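The samples were HCC1954 cells treated for 72 h with 10 µM PGB-0-ol or with DMSO, with 1 library per condition. The authors assessed the cleaned reads with FastQC and MultiQC, quantified RefSeq transcripts by pseudo-alignment with Kallisto against GRCh38.p14, and compared the libraries with edgeR at a p-value threshold of 0.05. They deposited TPM values of each transcript in each library, rounded to 2 decimals. The log2 fold change of PGB-0-ol over DMSO in the deposited table is the authors' own, and so are its p-value and q-value. The table holds the transcripts past the threshold alone, so the depth of each library, the transcripts that did not pass and any scaling over all transcripts are outside what it gives. The dispersion used with 1 library per condition is not named in the paper's text.

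Transcripts were counted by direction, by gene symbol and by RefSeq accession class. Shares are given with 95% Wilson intervals, which cover counting error only. Fold changes computed here are differences of log2(TPM + 1), which understate the change of low transcripts. They were taken per transcript and after summing the TPM of a gene's listed transcripts. No test between the conditions was made. The 19 genes of Table 2 were set beside 10000 random lists of the same size, drawn within 10 bins of mean TPM. Canonical gene lists written before the data were examined were used to look up members, and they are not the KEGG or GO sets. Genes are named by a rule set before the data were examined. It covers the genes of Table 1, Table 2 and the network analysis, AURKA, at most 3 members per direction of each list with values, and the 3 genes with the most listed transcripts. Some genes that the rule covers are not reported here. DDX21 and RNA28SN5 fall outside that rule and were chosen after their values were seen.

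Read counts were inferred from the deposited values, because most fold changes against a library listed at 0 were whole multiples of 1 step. The fold change was read as the library ratio times the PGB-0-ol count over the DMSO count, with a count of 0 replaced by 1. Adding 1 to both counts was tried too, and so was leaving the scaled counts unrounded, and the reading was chosen by how closely the deposited p-values were met. Over the 2148 transcripts listed at 0, replacing 0 by 1 with rounded counts met 2116 within 1% and 2046 within 0.1%. Without rounding it met 2116 and 1275. Adding 1 met 2109 and 489 with rounding, and 2116 and 613 without. The readings change an inferred count by 1 read and leave the dispersion between 1.39 and 1.40. The library ratio and 1 dispersion were fitted, and the count of the lower library was then taken as the smallest that gave the deposited p-value within 2%, searched upward from 0. This procedure was chosen after the values were seen. The design set before the data were examined had foreseen counts or CPM. The threshold of at most 3 reads therefore rests on inferred counts. Differences of TPM use the scaling of TPM and not the fitted library ratio. On 2000 transcripts simulated from the same model, at another library ratio and dispersion, the procedure recovered 100% of the counts, which checks the computation and not the model. The simulated lower library had 0 or 1 reads, so the search for larger counts there was not checked. In the data, 14 of the 117 transcripts above 0 TPM in both libraries were given a count of 0 in the lower one, where they had 0.01 TPM. As a further check, the inferred count per TPM and per kb of the MANE Select transcript of GENCODE v44 was computed for 276 higher transcripts with 6-digit NM accessions. Its median was 28.6, and 93.8% of these transcripts were within 10% of it. For all higher transcripts with a matched gene the median was 28.3, and 83.3% were within 10% of it. For the lower ones, counted in the DMSO library, the median was 27.7 and the share 68.6%. These medians lie closer together than the fitted library ratio, which is therefore not read as a ratio of reads.

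Gene coordinates are those of RefSeq on GRCh38.p14, the build the paper names. Accessions matched for 2184 of the 2265 transcripts, ignoring the version, and the rest were matched by symbol. A value with no replicates was called moved when it changed by more than 0.1 on the log2 scale, and a count when it changed by more than 1.5 times. Random draws used a fixed seed. The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.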

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

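The test in this part was chosen after the result was seen. Outside the genes the paper names, the listed transcript with the highest TPM in the PGB-0-ol library was NM_004728.4 of DDX21 (chromosome 10, 68956170 to 68985068). This transcript had 58.79 TPM against 0.03 TPM in the DMSO library. The inferred reads were 7807 and 4. It was singled out as a signal in a gene the paper does not discuss, above its level in the control library. The paper's Table 1 holds transcripts of similar size, and 1 library per condition gives no replicate check. A technical explanation was examined. The transcript has a 6-digit NM accession, a class that was mostly higher. Of the 20 listed transcripts with the highest PGB-0-ol TPM outside the genes the paper names, 11 were of this class (95% Wilson interval 34.2% to 74.2%). Among all higher transcripts the class made up 24.8%. The value may therefore belong to a pattern shared by the class and not to DDX21 in particular. The other annotated transcripts of DDX21 were not among those listed, so the level of the gene as a whole was not compared. An effect of PGB-0-ol on DDX21 stays open and was not tested.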

How the results depend on the processing

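The alternatives below were set before the data were examined, except leaving out the 6-digit NM transcripts, which was chosen after seeing the data. With 1 library per condition, no library was left out. No paired analysis was possible because there is 1 library per condition. Scaling by the median ratio and comparing without scaling between libraries were not run, since the table holds TPM of a part of each library.

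The number of listed transcripts depended on the threshold. Of 2265 transcripts, 93 had a p-value under 0.01 (64 higher, 29 lower), 818 had an absolute log2 fold change of at least 8 in the authors' deposited table (468 higher, 350 lower), and 0 had a q-value under 0.05 (0 higher, 0 lower). Fewer transcripts pass these by construction. With at least 1 TPM in 1 of the libraries, 1665 were left, and without the 6-digit NM transcripts 1871, both within 1.5 times of the full number. Every transcript had a gene symbol. The 1551 gene symbols became 1030 with curated transcripts alone and 85 at a p-value under 0.01. The genes with transcripts in both directions went from 222 to 99 and to 6 under the same alternatives. Genes in the canonical lists went from 140 to 8 at a p-value under 0.01.

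The share of transcripts with at most 3 inferred reads in one library was 98.9%. It was 94.0% with exactly 0 reads and 99.6% with at most 10, as the wider or narrower limit implies. The median absolute log2(TPM + 1) difference of the transcripts of Table 1 and Table 2 was 3.37. It was 6.56 with a pseudocount of 0.1, which inflates differences against a value of 0, and 3.89 without predicted transcripts; the cause of the last was not tested. After summing the transcripts of genes in both directions, the median was 0.75, with 1.05 at a pseudocount of 0.1 and 1.18 without predicted transcripts, and the cause was not tested. Among 9 genes of this kind followed one by one, 7 values stayed within 0.1, 7 moved with the direction kept, and 2 reversed without predicted transcripts, PPP2R2A to -3.13 and TSC2 to 0.093. For PPP2R2A the listed higher transcript is predicted, so leaving it out removes that direction. For TSC2 a curated transcript stays in each direction, with 3.02 TPM in the PGB-0-ol library and 2.77 TPM in the DMSO library. No direction is read from so small a difference.

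For the 19 genes of Table 2, the median log2 fold change in the authors' deposited table was 8.25 with the largest change per gene, with the mean over transcripts and with unmatched random lists. It was 8.41 with lower transcripts left out, and 2.50 on the log2(TPM + 1) scale with the transcripts summed first, which is another scale. The percentile among random lists was 94.8, and it was 99.6 with the mean over transcripts, 99.7 with the sum, 99.8 without matching and 51.9 with lower transcripts left out. In the last comparison both the list and the random lists hold higher transcripts alone, so the share of higher genes no longer counts, and the list lay in the middle. The depth limits these results, since the reads of each library are not given and nearly all the listed transcripts rest on the reads of 1 library.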

Differences from the paper's values

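The counts of listed transcripts at the paper's threshold, and the deposited log2 fold changes of the entries of Table 1 and Table 2, did not differ from the paper's by more than 1.5 times or in sign. The deposited table held 2265 transcripts, 806 of them lower, where the paper reports 2,263 and 804. The number of higher transcripts, 1459, was the paper's. The paper calls these genes, whereas the rows are transcripts of 1551 gene symbols, and 1060 of the symbols had a higher transcript. The ranked axis of Fig. 5, read by eye, runs to about 1000 genes. Table 2, drawn from that ranking, holds negative values, so the axis is not limited to higher genes. The number to set beside it is therefore 1551, and the cause of the difference was not examined. Each value of Table 1 and Table 2 was found on a transcript of the gene in the authors' deposited table.

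The paper gives a single direction for several genes that had listed transcripts in both. HK2 and LIMA1 are given as upregulated and XPOT as downregulated in Table 1. Table 2 gives LAMA3 a positive value and PPP2R2A and TSC2 negative ones. Over the listed transcripts, the summed log2(TPM + 1) difference was -0.95 for LAMA3 and 0.65 for PPP2R2A. Each is opposite in sign to the value in Table 2, and TSC2 was at -0.61. The listed transcripts were 3 of 17 annotated for LAMA3, 2 of 10 for PPP2R2A and 4 of 52 for TSC2. The direction of each whole gene was therefore not compared with Table 2. For PPP2R2A the positive sign holds on the TPM scale. By inferred reads its lower transcript had 854 in the DMSO library and its higher one 277 in the PGB-0-ol library, the direction of Table 2. Without predicted transcripts PPP2R2A was at -3.13, the sign of Table 2. LAMA3 was then at -1.21, opposite in sign to Table 2. TSC2 was at 0.093, from 3.02 TPM with PGB-0-ol and 2.77 TPM with DMSO, and no direction is read from it. The TSC2 entry of Table 2 is a predicted transcript, so it is left out of that value. The legend of Fig. 1B names an adjusted p-value on the vertical axis, whereas the axis itself is labelled as a p-value. The q-value in the authors' deposited table was 1 for every transcript.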

Other observations

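The test of transcript class against read number and that of the excess of higher transcripts against library size were set before their results were seen. The other tests in this part were chosen after the result was seen. The patterns were found in the same data on which they were tested, so the explanations below are hypotheses. No biological explanation was tested, an effect of the treatment included, which stays open with 1 library per condition.

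The p-values in the authors' deposited table followed the inferred count of 1 library. With a count of 0 in the lower library and a single dispersion of 1.40 (a biological coefficient of variation of 1.18), an exact negative binomial p-value met the deposited one within 1% for 2116 of the 2148 transcripts listed at 0 TPM, or 98.5%, with no search over counts. With counts searched for the others, all 2265 were met within 1.93%, which is partly set by the search stopping at 2%. This is consistent with 1 common dispersion for all transcripts. At that dispersion a higher transcript needed at least 118 inferred reads and a lower one at least 92, nearly always against 0 to 3 reads. The log2 fold changes, whose sizes started at 6.53 for higher transcripts in the authors' deposited table, therefore give the read number of 1 library more than a ratio. If the q-values are Benjamini-Hochberg values, a q-value of 1 throughout requires at least 45504 tested transcripts, which means that there were no more small p-values than uniform ones would give.

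More transcripts were higher than lower. The inferred library ratio was 0.781. At a common minimum of 118 scaled reads, 1106 transcripts were higher and 640 lower, a ratio of 1.73. This decides nothing about the depth of the PGB-0-ol library, because the lowest counts after scaling were already alike in both directions, 92.2 and 92. Inferred reads per TPM and kb had medians of 28.3 in the PGB-0-ol library (995 higher transcripts) and 27.7 in the DMSO library (522 lower ones). These are closer than a depth ratio of 0.781 would give, and argue against a depth difference of that size. The lengths used were those of 1 transcript per gene. The part of a smaller difference stays open, since transcripts that did not pass the threshold are not in the table. Without the 6-digit NM transcripts the ratio fell from 1.81 to 1.42, with 58.6% higher (95% Wilson interval 56.4% to 60.8%), so this class held part of the excess and not all of it. The NM transcripts with 9-digit accessions were also more often higher than lower, with 574 and 309 (65% higher, 61.8% to 68.1%).

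Of the 394 transcripts with 6-digit NM accessions, 91.9% were higher (95% Wilson interval 88.8% to 94.2%), against 53.4% of the XM transcripts (50% to 56.7%). A difference in library size acts on transcripts of both classes, so these shares argue against it as the whole cause of the difference between the classes. Read number was examined separately. Among transcripts with at most 120.3 scaled reads they were 80.0% (67.6% to 88.4%) and 60.8% (54.5% to 66.8%), intervals that only just stayed apart. At 118 scaled reads or more they were 93.1% (89.9% to 95.3%) and 50.2% (46.3% to 54%). The classes differed in both ranges, which argues against read number as the whole cause, though reads still varied within the second range. A candidate explanation is that the reads of a gene were assigned to different transcripts of it in the 2 libraries. Of 353 genes with a higher 6-digit NM transcript, 19.5% also had a lower transcript (15.7% to 24.0%), against 21.6% of 707 genes whose higher transcripts were all of other classes (18.8% to 24.8%). An earlier version of this test compared the summed TPM of the libraries in the genes with both directions. Their median absolute log2 ratio was 1.12, against 1.39 after shuffling the genes (central 95% of 10000 shuffles, 1.21 to 1.58). That version was set aside because its genes were chosen for the pattern. Whether reassigned reads explain the class cannot be told apart from other causes, because transcripts that did not pass the threshold are not in the table.

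In 222 of the 449 genes with several listed transcripts, these went in both directions. With directions shuffled over all transcripts, the number was 248 (central 95% of 10000 shuffles, 229 to 267), and 45 of the shuffles gave 222 or fewer. Directions drawn independently of the gene therefore do not account for the number, and transcripts of 1 gene went the same way somewhat more often than chance gives. Shuffling within accession classes gave 249 (230 to 268). With the listed transcripts of these genes summed, the median absolute log2(TPM + 1) difference was 0.75, against 1.36 over the single transcripts, and 68.5% of the genes were within 1. These genes were chosen for having opposite directions, so summing narrows the difference by construction, and no conclusion is drawn from it.

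The highest DMSO value in the table was that of RNA28SN5, a 28S ribosomal RNA, with 133.26 TPM in the DMSO library and 0.76 TPM in the PGB-0-ol library. It was singled out after its value was seen, and no explanation for it was tested.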
